A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

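The samples were genomic DNA from tails of 1 family of C57BL/6 mice, the sire (20mGyGM), the dam (20mGyGF) and their 7 offspring (20mGyG1 to 20mGyG7). The dose rate in the labels is 20 mGy of gamma-rays per day for 400 days. The study's methods and the series title place the exposure on the male parents, whereas the series design text calls this male non-irradiated, so no value below depends on the exposure of the sire. No unirradiated family was analysed here, and therefore no irradiated group was compared with a control group.

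The assay was array comparative genomic hybridization (array CGH), in which DNA of a mouse and DNA of a reference mouse are labelled with different dyes and hybridized to the same array, so that the ratio of the dyes at a probe follows the ratio of copy numbers. Each mouse was hybridized on 2 arrays with the dyes (Cy3 and Cy5) exchanged, which gave 18 arrays against 1 male reference. The 2 arrays of a mouse were treated as 1 replicate. According to the study's methods this was a second screening, with closely spaced probes placed around probes that had been positive in a first screening, so that the array covers selected places and counts per mouse are not rates per genome.

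Per the file headers, images were read by Agilent Feature Extraction version 10.7.1.1, and coordinates are those of mouse build mm9. The deposited scanner files hold the signal intensity of each spot in each channel, both the raw median and a processed intensity from which the software had removed background and dye differences, and a log10 ratio of red over green. The authors' series matrix holds log2 ratios of reference over mouse. On 16 arrays the matrix equalled the deposited log10 ratio converted to log2 units, up to its sign (Pearson's r of 1 on each array). Each array held 64766 spots, of which 58203 were not controls. These read 54198 different probes, with 48 probes on chromosome X and 3 on chromosome Y. The median probe length was 60 bases, the median distance between the starts of successive probes was 103 bp, and 29.0% of successive probes overlapped.

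Ratios were computed from the processed signals, turned to mouse over reference on every array, converted to log2 and centred on the median of each array, with no loess or quantile normalization. Control spots and spots flagged as outliers were left out, and repeated spots of a probe were averaged. Between 85 and 136 spots per array were flagged on the 16 arrays with a usable file. The median raw signal on these arrays was 10.6 to 19.0 times the local background in green and 11.2 to 17.5 times in red, and 99.1% to 99.7% of spots in green and 99.1% to 99.8% in red were well above background. The number of arrays limits the precision.

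The deposited scanner file of array 1 of 20mGyG7 had a raw signal of 1.08 times the background in green and 1.06 times in red, and its ratios did not follow the series matrix (r of 0.004). The file of array 2 followed it in part (r of 0.875), and 11.0% of its spots were flagged. Both arrays of 20mGyG7 were therefore taken from the series matrix. This choice was made after the files had been read and departs from the written plan. Outlier flags, background correction, loess and the filter on dim probes could not be applied to these 2 arrays.

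A probe was called positive in a mouse when its log2 ratio exceeded 0.5 in size, in the same direction, on both arrays, and when at least 1 other probe within 3 probe positions and 5 kb did so too. The threshold and the neighbour within 3 positions follow the study's second screening. That screening began from probes positive in the first screening and asked for a newly added neighbour, conditions that were not used here, so the runs below are not calls by the study's own rule. A probe of an offspring was called de novo when it was positive there and not positive in the same direction in either parent. De novo probes were joined into runs of at least 2 probes, successive ones being within 3 positions and 5 kb. Private runs were formed in the same manner from probes positive in 1 of the 9 mice only. The named runs were those de novo runs with at least 3 probes, up to the 10 with the most probes, and of runs positive in the parents the 3 longest in 1 parent only and the 3 longest in both. These rules, the tests and most alternatives were written before the data were examined. Loci were formed afterwards by joining positive probes of any mouse within 50 kb.

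Each mouse was compared with the mean of the other 8 by limma version 3.58.1 in R 4.3.3 (lmFit and eBayes on the mean of the arrays of each mouse), with Benjamini-Hochberg adjustment over the 54156 probes that had a value in all mice. The lone mouse was assumed to vary like the others. The same test was applied to the mean of each named run, adjusted over the 10 runs. Transmission was tested for each run positive in 1 parent only with an exact two-sided binomial test against 50%, where an offspring counted as a carrier if at least 50% of the probes were positive. Shares of offspring were given 95% exact binomial intervals. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the remaining steps.

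The alternatives were thresholds of 0.4, 0.6 and 0.8, a stricter neighbour rule, no distance limit and the mean of both arrays. Others were normexp background correction with an offset of 50 (on median signals, the raw signals these files hold), no centring and within-array loess. Further ones were flagged spots kept, a filter on dim reference signal over 16 arrays, the series matrix for all mice and 2 stricter parental rules. The limma fits were also run with an intensity trend and with the slide as a fixed or random block. For the named runs, array 1 and array 2 of each mouse were also used alone. Each offspring was left out in turn. The procedure was tested on simulated arrays, which had the dye profile and residual spread of the real ones, with 200 losses at the level of chromosome X in the dam among 54198 probes. The calling rule found 90% of 50 losses of 2 probes, 96% of those of 3 probes and 100% of those of 5 or 9 probes, with 5 false loss runs and 6 false gain runs over the 7 offspring. In the same simulated comparison, limma called all 950 probes in the losses and 97 probes outside them, 88 of which were in 20mGyG7.

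By the headers of the deposited scanner files, the arrays lay on 5 slides read on 3 days. The values of 20mGyG7 came from the series matrix, so the slide behind them is less certain. The parents shared slide 1, the offspring shared slides in pairs, and 20mGyG7 was alone on slide 5, so a difference between parents and offspring cannot be told apart from the slide. The correlation of mice on 1 slide, as a consensus over probes, was 0.065. Gene names are not given, because the annotation at hand is of another build and was not used here.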

Results

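Array CGH of the 9 mice of the family yielded log2 ratios for 54198 probes on 18 arrays. The groups were the sire (1 mouse), the dam (1 mouse) and the offspring (7 mice), and each mouse was represented by the mean of 2 dye-swap arrays. The standard deviation of the log2 ratio over the probes of an array was between 0.19 and 0.30.

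The sex chromosome probes were examined first, because the reference was a male and the sire and the dam thus test the direction of the ratio. The median log2 ratio of the 48 probes on chromosome X was 0.02 in the sire and 0.86 in the dam, a step of 0.84. Among the offspring it was 0.00 in 20mGyG1, −0.00 in 20mGyG2, 0.87 in 20mGyG3, 0.88 in 20mGyG4, 0.82 in 20mGyG5, 0.84 in 20mGyG6 and 0.78 in 20mGyG7. The median of the 3 probes on chromosome Y was −0.01 in the sire and −2.09 in the dam. It was −0.04 in 20mGyG1 and −0.03 in 20mGyG2, and between −2.02 and −1.60 in the other offspring. The alternative that moved the step most was normexp background correction, under which it was 0.68.

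The dye-swap arrays were then compared with each other, across probes, which are not independent replicates. Pearson's r between the arrays of a mouse had a median of 0.02 over the 9 mice (SD 0.20), with a lowest value of −0.31 in 20mGyG2 and a highest of 0.23 in the dam. Spearman's rho was negative in each mouse, between −0.49 in the sire and −0.23 in the dam. Thus most of the variation on a single array did not return after the exchange of dyes. The number of probes past 0.5 on both arrays in opposite directions ranged from 75 in the dam to 344 in 20mGyG7, with a median of 165. Under normexp the median r was −0.15, the largest shift among the alternatives and less than 1 SD.

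The number of positive probes per mouse had a median of 633 and ranged from 129 in the sire to 952 in the dam. Among the offspring there were 633 in 20mGyG1, 155 in 20mGyG2, 899 in 20mGyG3, 893 in 20mGyG4, 261 in 20mGyG5, 846 in 20mGyG6 and 211 in 20mGyG7. A threshold of 0.8 in place of 0.5 lowered the median most, to 135. Of all positive probes, 67.1% lay in a single stretch of chromosome 4 (101109089 to 101270967) and were gains. A stretch of chromosome 2 (136489532 to 136609552) held a further 11.1%.

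De novo changes, positive in an offspring and in neither parent, were counted next, since the study asked how many offspring of irradiated males carry them. There were 41 de novo loss runs over the 7 offspring (5.86 ± 4.71 per mouse, SD, n = 7). The number was 3 in 20mGyG1, 3 in 20mGyG2, 3 in 20mGyG3, 16 in 20mGyG4, 5 in 20mGyG5, 4 in 20mGyG6 and 7 in 20mGyG7. Of these runs, 35 had only 2 probes and 21 consisted of probes that overlap. All 7 offspring had at least 1 run (100%, exact 95% interval 59.0% to 100%). The counts depended on the parental rule. When no parent was allowed a mean log2 ratio past 0.25 in the same direction, there were 6 runs in 4 offspring. In 35 of the 41 runs a parent was past that level. Without 20mGyG4 the total was 25 runs.

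Of the 41 loss runs, 5 had a carrier within 0.25 of the step on chromosome X while each of the other 8 mice lay within 0.25 of 0. They formed 3 losses in 3 offspring (42.9%, exact 95% interval 9.90% to 81.6%). In 20mGyG2 the loss was on chromosome 14, from 41806228 to 41809514, a distance of 3286 bp. It held 15 positive probes, in runs of 6 and 9, with a mean log2 ratio of −0.80 against 0.01 ± 0.03 (SD, n = 8) in the other mice. In 20mGyG5 the loss was on chromosome 1, from 44861066 to 44862014, a distance of 948 bp. Its 9 positive probes had a mean of −0.86 against 0.01 ± 0.04 (SD, n = 8). In 20mGyG7 the loss was on chromosome 4, from 89899132 to 89901010, a distance of 1878 bp. Its 17 positive probes, in runs of 4 and 13, had a mean of −0.88 against −0.00 ± 0.02 (SD, n = 8). Because positive probes are chosen by their values, the mean over all probes of each interval was also taken. It was −0.63 over 27 probes in 20mGyG2, −0.80 over 11 probes in 20mGyG5 and −0.75 over 23 probes in 20mGyG7. The edges are limited by the probes, and in 20mGyG5 the next probe to the right was also low, at −0.54. In 20mGyG2 the next probe to the left was at −0.20, and a probe to the right, at 41809817, was at −0.45. At both of these probes 20mGyG2 was the lowest of the 9 mice. The probes between the interval and 41809817 were at −0.14 to −0.09 in 20mGyG2.

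**Figure D1:**
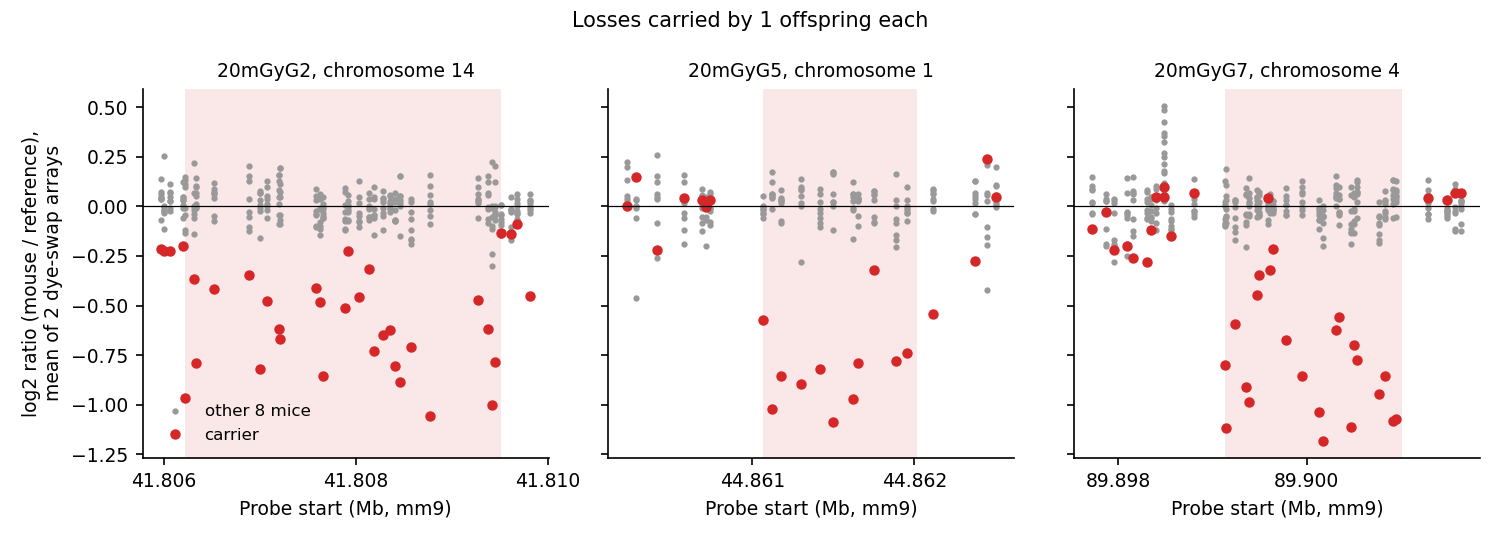
Log2 ratio of mouse over reference (mean of 2 arrays, vertical axis) at each probe by its start in mm9 (Mb, horizontal axis) for the 3 losses, with the carrier in red, the other 8 mice in grey and the interval of positive probes shaded. Within the intervals the carriers averaged −0.63, −0.80 and −0.75 over all probes, and the other mice stayed near 0.

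The 10 named runs were tested against the other mice with limma. The 5 loss runs, which belong to the 3 losses above, passed an adjusted p of 0.05. Their difference from the other mice was between −0.88 and −0.79, with adjusted p from 5.40e-08 to 1.56e-05. The carriers had been picked by the same values, so the tests describe the size of the differences against the spread between mice. The other 5 named runs were gains inside the stretches of chromosomes 2 and 4, at 0.14 to 0.26 above the other mice, and did not pass (adjusted p 0.454 to 0.498). The mean over all successive probes from the first to the last of a loss run, called or not, was also set against windows of as many probes on the arrays of the same mouse, the run itself included. In 20mGyG5, 84 of 53918 windows of 11 probes were as low as its run, and 78 of these started in a chromosome 3 stretch that is described below. In 20mGyG7 the number was 83 of 53955 windows of 13 probes for the longer run, with 77 in that stretch, and 87 of 54115 windows of 5 probes for the shorter run, with 81 in that stretch. In 20mGyG2 it was 1 of 53929 windows of 11 probes for the run of 9 called probes, which is the run itself. For its run of 6 called probes it was 20 of 53903 windows of 12 probes, of which 17 did not overlap the run. Part of these 17 windows lay in the same chromosome 14 loss, over its run of 9 called probes, and so are not unrelated places.

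The de novo gain runs numbered 105 over the 7 offspring (15.0 ± 7.37 per mouse, SD, n = 7), from 5 in 20mGyG1 to 27 in 20mGyG3. All of them lay in the chromosome 4 and chromosome 2 stretches, and in all of them a parent had a mean log2 ratio above 0.25. There were 0 gain runs when no parent was allowed past 0.25, or when the offspring had to exceed each parent by more than 0.5. The margin says little about gains, because the chromosome 2 gain averaged only 0.54 in the offspring with the sire at 0.00. A new gain of that size would often miss a margin of 0.5. Only losses were simulated, so the share of gains that the rules find was not measured.

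**Figure D2:**
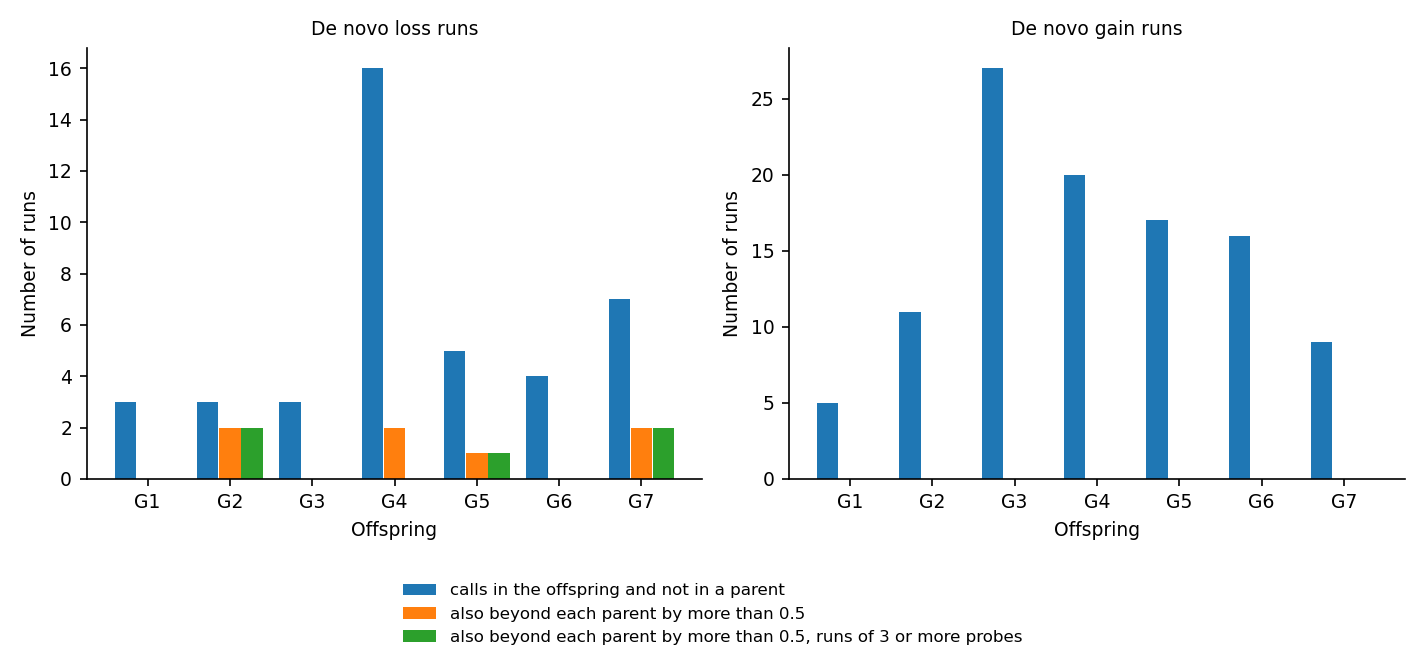
Number of de novo loss runs (left) and gain runs (right) in each of the 7 offspring (horizontal axis, G1 to G7 for 20mGyG1 to 20mGyG7) under 3 rules, from calls alone to a margin of 0.5 over each parent with runs of 3 or more probes. The bars fall from 41 to 7 and 5 loss runs in all, and from 105 to 0 and 0 gain runs. A margin of 0.5 leaves little room for gains of the size seen on chromosome 2.

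As a background, private loss runs were counted in all mice, parents included. There were 23 such runs, 2 in the sire, 2 in the dam, 0 in 20mGyG1, 2 in 20mGyG2, 2 in 20mGyG3, 10 in 20mGyG4, 1 in 20mGyG5, 0 in 20mGyG6 and 4 in 20mGyG7. With 3 or more probes there were 2 in 20mGyG2, 1 in 20mGyG5 and 2 in 20mGyG7, and 0 in each of the other mice, the sire and dam included. The total moved most under a threshold of 0.8, to 4 runs.

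Each probe was also tested by limma, 1 mouse against the other 8. Over the 7 offspring 440 probes passed an adjusted p of 0.05, with 118 lower and 322 higher than in the other mice. Of these, 412 were in 20mGyG7, 16 in 20mGyG2, 10 in 20mGyG5, 1 in 20mGyG1 and 1 in 20mGyG6. In 20mGyG3 and 20mGyG4 limma called 0 probes, while 1366 and 2212 probes had an unadjusted p under 0.05. Of the 16 probes of 20mGyG2, 14 lay in its chromosome 14 loss, and of the 10 probes of 20mGyG5, 8 lay in its chromosome 1 loss. In 20mGyG7, 22 called probes lay in its chromosome 4 loss and 390 elsewhere, where the median difference was 0.31 in size. With the parents as the lone mouse, 525 probes were called in the sire, of which 505 lay in the chromosome 2 stretch, and 0 in the dam, where 5080 had an unadjusted p under 0.05. The count over the offspring was 0 with the slide as a block, which leaves 20mGyG7 untestable, and 1410 with an intensity trend. It moved most, to 17834, when the deposited scanner files of 20mGyG7 were used, with 17824 of these probes in 20mGyG7. It fell to 24 when 20mGyG7 was left out, and was 164 to 401 when another offspring was left out.

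Runs that were positive in 1 parent only were followed into the offspring, as a single-copy variant is passed on with even chance. There were 116 such runs, 111 in the dam and 5 in the sire, and neighbouring runs are not independent. Over runs and offspring, 42.0% were carried, with an SD of 27.2 percentage points over the 7 offspring. The alternatives gave 38.4% to 56.2%, with a threshold of 0.4 moving the share most, by less than that SD. The share over runs rests largely on 2 places, as 53 runs lay in the chromosome 4 stretch (55.8% carried) and 43 in the chromosome 2 stretch (23.6% carried), where the levels of the offspring lay close to the threshold. Counted by locus, 12 autosomal loci had at least 50% of their positive probes called in 1 parent and fewer in the other (smallest adjusted p 0.188 in the exact binomial test). No share over these loci is given, because the chromosome 3 stretch described below and others with its distribution over the mice are among them, and at others both parents had similar levels, such as chromosome 10 at 97112476 (sire 1.06, dam 1.01). The share over runs is open to the same limit. No run passed an adjusted p of 0.05 in the exact two-sided binomial test (smallest adjusted p 0.129), and 7 offspring allow no p under 0.0156. The 3 longest runs were gains on chromosome 4 that were called in the dam and not in the sire. They had 58 probes (101189842 to 101200459), 52 probes (101141401 to 101150934) and 37 probes (101226381 to 101231389). Each was called in 4 of 7 offspring, namely 20mGyG1, 20mGyG3, 20mGyG4 and 20mGyG6 (exact binomial p of 1, adjusted p of 1). In the first run the dam was at 0.71 and the sire at 0.38, the called offspring were between 0.60 and 0.69, and the other offspring were at 0.36. In the runs of 52 and 37 probes the sire was at 0.43 and 0.45. The sire was thus raised as well, and these runs are in 1 parent only by the threshold. Neither their binomial tests nor the 55.8% share therefore tests even-chance transmission of a gain carried by 1 parent.

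The level of whole loci was compared over the family. On the chromosome 4 stretch the sire was at 0.47 and the dam at 0.83. The offspring were at 0.75, 0.43, 0.82, 0.83, 0.45, 0.80 and 0.44 in the order 20mGyG1 to 20mGyG7. On the chromosome 2 stretch the sire was at 0.00, the dam at 0.59 and the offspring at 0.54 ± 0.02 (SD, n = 7). In 0 of the 7 offspring were more than 50% of its positive probes called. A chromosome 3 stretch (25416378 to 25447159, 79 positive probes) was at 0.01 in the sire and −1.79 in the dam. It was at 0.01 in 20mGyG1 and 20mGyG2, and between −1.81 and −1.71 in the other 5 offspring. A loss on chromosome 2 (130646818 to 130649197, 9 positive probes) was at −0.87 in the sire and 0.00 in the dam. It was at 0.03 in 20mGyG3, at −0.01 in 20mGyG7, and between −0.94 and −0.79 in the other 5. Its first 2 probes were among the de novo loss runs of these 5 offspring although the sire was at −0.91 there, because 1 of these probes missed the threshold on an array of the sire.

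The 3 longest runs positive in both parents were losses on chromosome 14, at 53714727 to 53715758 (8 probes), 53757496 to 53759816 (8 probes) and 53716349 to 53718002 (6 probes). They were called in 7 of 7 offspring each. Their levels over the offspring were −0.69 ± 0.04, −0.74 ± 0.05 and −0.73 ± 0.04 (SD, n = 7).

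**Figure D3:**
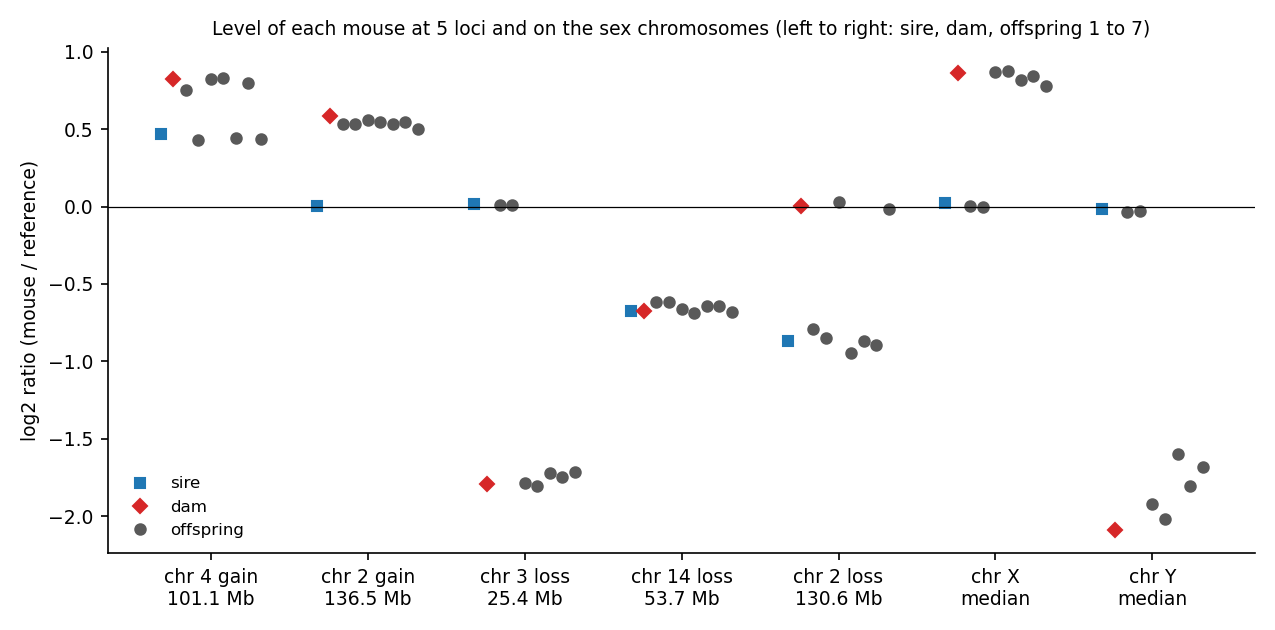
Log2 ratio of mouse over reference (vertical axis) of each mouse at 5 loci and as the median of chromosomes X and Y (horizontal axis), with the sire as a square, the dam as a diamond and offspring 1 to 7 as circles from left to right. The offspring fall near the level of the dam or the sire at each locus, and at the chromosome 14 stretch all 9 mice lie between −0.69 and −0.61.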

Values the study reported

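For this family the study reported a deletion of 3286 bp with 16 positive probes in 20mGyG2. It reported a deletion of 948 bp with 9 positive probes in 20mGyG5, and a deletion of 1878 bp with 17 positive probes in 20mGyG7. The study listed all of these among the de novo changes that passed both array screenings and then a check by quantitative PCR. The analysis here used the arrays of the second screening alone.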

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

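Among 21 measures over the 7 offspring, 8 had a mouse far from its litter mates by Dixon's ratio, where chance alone sets about 5% of groups apart. The tests in this part were chosen after the results had been seen, except the test of the runs of 20mGyG4 against each parent and the fits with the series matrix and with the slide as a random block.

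The 16 de novo loss runs of 20mGyG4 stood apart from the 3 to 7 runs of its litter mates, as did its 10 private loss runs from 0 to 4. When the offspring had to pass each parent by more than the threshold, 20mGyG4 had 2 runs in place of 16. Of the 16 runs, 12 were made of overlapping probes. None of them (0 of 16) combined a level near the single-copy step with every other mouse near 0, which argues against single-copy losses private to this mouse. Noise that is wider on its arrays is neither shown nor excluded. Its 165 probes in opposite directions lay within the range of its litter mates (104 to 344), whereas the SD of the log2 ratio was 0.26 on both of its arrays, the widest of the 16 arrays with a usable file. Candidate explanations that stay open are this noise and overlapping probes that read the same short sequence. Parents just short of the threshold at loci that the whole family shares stay open for runs other than that on chromosome 16. These explanations may act together, and what lowers the ratio at these places was not tested.

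The losses of 20mGyG2 (−0.80), 20mGyG5 (−0.86) and 20mGyG7 (−0.88) stood apart from the litter mates, as they must, since they had been picked for being carried by 1 mouse. The calling rule forces the called probes below the threshold on both arrays, so an error of a single array was tested at the probes of each interval that were not called. On each array the carrier was there below all other mice on arrays of the same dye, with a weakest level of −0.31, which argues against that error. In 20mGyG5 this rests on 2 probes. Overlap is argued against by the number of positive probes that do not overlap, at least 8 in each loss. The 3 losses were also chosen for having the other 8 mice within 0.25 of 0 and the carrier within 0.25 of the step. Without that choice, 6 de novo loss runs had 3 or more probes, and 5 of them are those of the 3 losses. At these 5 runs the lowest level of a parent was −0.038, which argues against an inherited loss that stayed below the threshold in a parent. The sixth, a run of 3 probes in 20mGyG5 on chromosome 14 at 54154005, was at −0.56 with the sire at −0.54 and the dam at −0.49, so that such a loss is open there. Over all probes of the intervals the carriers lay within 0.21 of the step on chromosome X. This is consistent with single-copy losses, a hypothesis from the same data, and when they arose was not tested. Whether the irradiation of the sire had any part in them cannot be addressed with 1 family and no control family here.

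In 20mGyG7 limma called 412 probes, against at most 16 in a litter mate, and 8789 probes had an unadjusted p under 0.05, against at most 2554. Taking all mice from the series matrix left 407 called probes in 20mGyG7, so the mixed source of the values is argued against. The robust SD of its difference from the other 8 mice was 0.10, the widest of the litter, the next being 0.08. Of the 412 called probes only 56 had a called probe nearby, and simulated arrays with normal noise of the same robust spread gave 88 false probes in this mouse. Wider noise on its arrays is thus a possible explanation for a part of the probes. How large a part stays open, because the plain SD of the real difference was 0.13, above the robust SD that the simulation followed. A slide of its own cannot be told apart from the mouse, because no other mouse shares the slide. That slide is the one named in the scanner files, which the values used for this mouse did not follow in full. With the slide as a random block 365 probes were called. No biological explanation was tested for the scattered probes.

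On the chromosome 2 gain 20mGyG7 was at 0.50, below its litter mates at 0.54 to 0.56. Ratios that are compressed on its arrays in general are neither shown nor excluded. At the chromosome 14 loss 20mGyG7 was at −0.68, within the range of its litter mates. Its chromosome X median of 0.78 was the lowest of the offspring with a raised X, and its chromosome 3 stretch, at −1.71, was the nearest to 0 of the offspring with that loss. The gap is small and its cause stays open. No biological explanation was tested.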

How the results depend on the processing

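Runs of 3 or more probes, the scanner files of 20mGyG7, and the margin combined with longer runs were chosen after seeing the data. The 3 losses of 20mGyG2, 20mGyG5 and 20mGyG7 had a de novo run under each of the 17 alternatives that change the calling, except that the loss of 20mGyG2 had none at a threshold of 0.8. The 10 named runs kept their direction and their side of the threshold in all 80 values under 8 alternatives, with adjusted p by limma of at most 8.84e-04 for losses and at least 0.267 for gains. Both sets of alternatives include the scanner files of 20mGyG7. That setting is no check of the loss of 20mGyG7, because the file of array 1 has no signal. The loss was at −0.19 there, with an SD of 0.34 over its probes.

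The counts moved more. The median of positive probes was 633. It was 995 at a threshold of 0.4, 135 at 0.8 and 1054 when the mean of both arrays was used. The 41 de novo loss runs became 66 at 0.4, 14 at 0.8, 78 with the mean of both arrays and 9 when 2 other positive probes were needed. They became 6 when no parent could pass 0.25, 7 with a margin over each parent, 6 with 3 or more probes and 5 with both margin and 3 or more probes. The 105 gain runs became 160 at 0.4, 47 at 0.6, 159 with the mean of both arrays, 56 with 2 other positive probes, 61 under normexp and 21 with 3 or more probes, and 0 under each of the stricter parental rules. Offspring with a loss run fell from 7 to 4 under each parental rule, and to 3 with 3 or more probes, alone or with the margin. The parental rules remove runs by construction where a parent is itself shifted, and the margin also removes gains that are no larger than it. For the other settings the cause was not tested.

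Private loss runs changed from 23 to 37 at 0.4, 4 at 0.8, 15 under normexp and 39 with the scanner files of 20mGyG7. The step on chromosome X fell from 0.84 to 0.68 under normexp, and the cause was not tested. Transmission and the dye-swap correlation moved by less than their spread under each alternative.

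The limma count over the offspring was the least stable. From 440 it changed to 1371 under normexp (630 lower and 741 higher, against 118 and 322), 1009 with within-array loess and 1410 with an intensity trend. With the slide as a block it was 0, for the 6 offspring that share a slide, where each is compared with a single slide mate. Under the other settings most of the probes were called in 20mGyG7, with 1351 under normexp, 977 with loess and 1376 with an intensity trend.

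The scanner files of 20mGyG7, 1 of which has no signal, gave 17834 limma probes over the offspring, 17824 of them in 20mGyG7, and moved the sire from 525 to 0. They gave 55 loss runs and 96 gain runs in all, with 20mGyG7 going from 7 to 21 loss runs and from 9 to 0 gain runs.

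Leaving out each offspring gave 24 to 401 limma probes, with 24 without 20mGyG7. It gave 25 to 38 loss runs, with 25 without 20mGyG4, and 78 to 100 gain runs. The median of positive probes was 447 to 739.5, and each of the other 6 offspring had a loss run each time. No paired analysis was possible because the sire and the dam are single mice. Signal was at least 10.6 times background on the 16 usable arrays, and the filter on dim probes changed the loss runs from 41 to 37.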

Other observations

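The tests in this part were chosen after the results had been seen, except the test of the chromosome 4 loss in the scanner file of array 2 of 20mGyG7.

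The chromosome 3 stretch did not segregate as an autosomal variant would. With the sire at 0.01 and the dam at −1.79, autosomal inheritance puts offspring near the single-copy step, and 0 of 7 offspring were within 0.25 of it. The stretch was low in just the mice with low chromosome Y probes, in agreement for 9 of 9 mice. A candidate explanation is that these probes read sequence carried on the Y chromosome, which is absent from the mice with a low Y signal. Several pairs of autosomal probes had the same distribution, such as chromosome 1 at 56063836, with −0.03 in the sire and −1.35 in the dam. They were chosen after their values were seen.

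The chromosome 2 gain of the dam was at a similar level in all 7 offspring. For a single-copy gain, 7 of 7 carriers has an exact two-sided binomial p of 0.0156. As the place is 1 of 13 followed, the p after Bonferroni correction is 0.203, and chance cannot be told apart from other explanations. If the dam had 2 copies of the gain it would lie well above its offspring. It exceeded their mean by 0.048, which argues against that.

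The loss on chromosome 14 was shared by all 9 mice. Over the stretch from 53711830 to 53760821 the SD between the mice was 0.027 and the highest and lowest mouse were 0.074 apart. The range argues against a single-copy loss that segregates in the family. The SD was within the 95th percentile (0.030) of unchanged stretches of as many probes. This is consistent with a higher copy number in the reference mouse, and any other difference between the reference DNA and the family DNA would look the same.

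All de novo gain runs (100%) had a parent above 0.25 on average, which is consistent with inherited gains that cross the threshold at some probes and not at others. The litter mates differed by 640 positive probes inside the chromosome 4 stretch and by 145 outside it, so that extra positive probes in some offspring may largely reflect copies gained on chromosome 4. The levels of the offspring there lay between 0.43 and 0.45 or between 0.75 and 0.83, with the sire at 0.47 and the dam at 0.83.

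The scanner file of array 1 of 20mGyG7 had a raw green signal of 1.08 times the background, which suggests a file without hybridisation signal. In the file of array 2, which followed the series matrix only in part, the chromosome 4 loss of 20mGyG7 was at −1.03, against −1.03 in the matrix. This argues against another animal on that array. Why the file and the matrix differ at other spots was not tested.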
